A study of Mus musculus with 6 samples. Its data were reported in "The Nr4a family regulates intrahepatic Treg proliferation and liver fibrosis in MASLD models" (2024).

How the data were processed

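The samples were CD4 T cells sorted from mouse liver, with 3 libraries from WT mice and 3 from dKO mice, in which Nr4a1 and Nr4a2 are deleted in T cells by Cre recombinase under the Cd4 promoter. The study's methods describe the replicates as independent biological ones. RNA was made into libraries with a fragmenting NEBNext kit and sequenced as single-end reads on a NovaSeq instrument. The submitters' processing notes name cutadapt for adapter trimming and Bowtie2, a short-read aligner that does not split reads across introns, and name the genome both as mm10 and as GRCm39. Versions, settings, the annotation, the counting tool and whether counting used strand are not given in the sources used here. If reads were aligned to the genome in this way, reads that span exon junctions would go partly uncounted. Nearly every mapped read was counted to a gene, for example 7124553 of 7124564 in library WT 1 and 5747744 of 5747749 in dKO 1. Alignment to a whole genome would leave mapped reads outside genes uncounted, so these totals argue against that case. They cannot decide it if mapped reads were tallied after assignment to genes.

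The authors deposited raw counts of reads per gene symbol, which are the values tested here. They also deposited a mapping table with other values per library (total reads, mapped reads and mapping rate), in which 65.9% to 69.4% of reads were mapped, and a normalised table. Although the authors' normalised table is called TPM, its values are CPM, counts scaled by the library total: in each library they sum to 1000000, and 100% of the 170580 values give back the deposited count to within 0.01 reads. No division by transcript length was therefore present, and the table was used as CPM, in alternatives only. The design fixed for these alternatives had assumed TPM.

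Of 28430 gene symbols, 27108 had a count in any library. Genes were kept by edgeR's filterByExpr (minimum count 10, minimum total count 15, by group), which left 15694. Library sizes were scaled by the trimmed mean of M values (factors 0.964 to 1.04), and the libraries labelled dKO were compared with those labelled WT by edgeR 4.0.16 (quasi-likelihood F-test with robust dispersion estimates) under R 4.3.3, with group as the sole term. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05. All adjusted p given for genes come from this edgeR test unless another tool is named. The SE of a log2 fold change was taken as its size over the square root of the F statistic, and intervals are 95%. The biological coefficient of variation was 14.5%. With 3 libraries against 3, an exact permutation test cannot give a p under 0.1, so none was used for single genes. The p-values measure the spread between these libraries. The labels give each library as a separate sample, and each was counted as 1 replicate. No pair of libraries agreed within counting error, as repeated copies of 1 library would (chi-square per degree of freedom 6.68 to 36.0). Totals of 5747744 to 11078184 counted reads limit the precision for genes under about 1 CPM, which rest on few reads.

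A count was also taken at the study's stated thresholds (fold above 1.5 or below 0.5, unadjusted p under 0.05). A total of 34 gene lists were tested as groups with limma 3.58.1's camera, two-sided, with a preset correlation between genes of 0.01 and Benjamini-Hochberg adjustment over the 31 lists with at least 2 tested genes. The lists covered the Nr4a family, T cell identity, Treg, helper and memory subsets, residency, chemokine receptors, signalling, metabolism, cell cycle, ribosome, stress, sex and other liver cells, and 38 of their symbols were absent from the count table. Mitochondrially encoded mRNAs and stellate cell genes had 0 genes tested and erythroid and platelet genes 1, so these lists were not analysed here. Of the 31 lists, 13 were called (9 higher, 4 lower). With a correlation estimated from the data 0 were called, the smallest adjusted p being 0.182. By fry, a rotation test of direction, 4 were called. Tests, covariates, lists, alternatives and the rule for naming genes were chosen before the data were examined, except where said otherwise.

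The genes named are Nr4a1 to Nr4a3, the genes the study's text names for T cell subsets, up to 4 members of each list with the smallest p (of these, a selection is given), and the 10 genes with the highest and the 10 with the lowest log2 fold change among those with an adjusted p under 0.05, a mean of at least 10 CPM and no overlap between groups. Some genes that meet the rule are not reported here. Genes outside this rule are marked as named after their values were seen.

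The procedure was tested on simulated data, with counts drawn for the real genes in 3 against 3 libraries and 200 genes changed, 50 at each fold. In the 15395 genes that passed the filter there, the edgeR test called 24.0% of genes changed by 1.5-fold, 80.0% of those changed by 2-fold, 100% of those changed by 4-fold and 58.0% of those at 0.5-fold, and 6 of the 15474 unchanged genes simulated (0.0388%). A planted list of 20 changed genes gave an adjusted p of 1.46e-17, and 0 of 20 random lists were called. Genes were drawn independently of each other there, so the list test was not tried on correlated genes. In the real lists the estimated correlation was 0.255 for Treg identity and reached 0.928 for ribosomal proteins. The simulation thus does not show how far the camera p-values of real lists can be trusted.

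Alternatives covered the scaling (DESeq2-type factors, upper quartile, library totals), the filter, DESeq2 1.42.0, limma-voom, limma on log2(CPM + 1) and log2(CPM + 0.1), a fold threshold, marker-list covariates, removal of other-cell genes, a replicate block, and each library left out in turn. Chosen after seeing the data were the edgeR fit on reads recovered from the CPM table (337 genes higher and 183 lower, as with the counts), the removal of LOC118568312, covariates for Xist and for the stress list, and the use of marker-list covariates and the fold threshold for single genes. Gene order was taken from a GRCm38.p6 table, which placed 96.7% of the tested genes. No coordinates are given, since the build of the counts is not settled by the sources. Figures were drawn with matplotlib 3.10.9.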

Results

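Gene expression was measured by bulk RNA-Seq in CD4 T cells sorted from mouse livers. The animals had received a high-fat diet without choline, which induces metabolic dysfunction-associated steatohepatitis (MASH). The mice were WT or lacked Nr4a1 and Nr4a2 in T cells (dKO). Each of the 2 groups held 3 libraries, named WT 1 to WT 3 and dKO 1 to dKO 3 after their titles. Nr4a1, Nr4a2 and Nr4a3 form a family of nuclear orphan receptors that antigen receptor signals induce in T cells. The libraries labelled WT held 7124553, 7832922 and 11078184 counted reads, and those labelled dKO held 5747744, 6170346 and 8740564. A count above 0 was present for 22215 to 23830 genes per library, and 15694 genes were abundant enough to be tested. The predicted locus LOC118568312 was the most abundant symbol in every library, with 5.29% of the reads of WT 3 and 1.59% to 2.57% of the reads of the other libraries. Levels below are normalised CPM (reads per 1000000 counted reads of a library), given as mean ± SD with n = 3 libraries per group. Changes are log2 fold changes of the libraries labelled dKO over those labelled WT, ± SE, with adjusted p from edgeR's quasi-likelihood test.

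The targeted genes were examined first, since they check the labels. Nr4a2 was higher, not lower, in the libraries labelled dKO, with normalised levels of 160.1, 286 and 235 CPM in WT 1 to WT 3 and 478, 541 and 392.4 CPM in dKO 1 to dKO 3 (log2 fold change 1.05 ± 0.21, edgeR adjusted p = 0.0308). Nr4a1 stood at 329.5, 679 and 821 CPM in the libraries labelled WT and at 713, 1037 and 642 CPM in those labelled dKO, a difference within the spread between libraries (0.39 ± 0.37, edgeR adjusted p = 0.6496). Nr4a3, the family member left intact by the design, averaged 179 ± 30.9 CPM and 401 ± 168 CPM (SD, n = 3) and did not pass the test (1.16 ± 0.37, edgeR adjusted p = 0.1702). As a list the family was higher (median 1.05 over 3 genes, 1 called higher and 2 when adjusted over the list alone, camera adjusted p = 0.00217, and adjusted p = 0.338 with an estimated correlation). These are reads summed over each whole gene. Which exons were removed is not given in the sources used here, so reads from a truncated transcript would be counted. The total level of either target thus did not fall with the label, and every direction below is between libraries as labelled. Nr4a2 lost its call without WT 3, dKO 1 or dKO 2 (adjusted p = 0.0789 to 0.128). Nr4a3 was called higher without dKO 3 (adjusted p = 0.00158) and with limma on log2(CPM + 1) (0.0462). Nr4a1 was called higher with the level of Xist or of stress genes as a covariate (1.23 and 0.78, adjusted p = 6.68e-04 and 0.0323), and its direction turned with a hepatocyte marker list as a covariate (-0.10). With a macrophage or hepatocyte marker list as a covariate Nr4a2 lost its call (1.39 and 0.71, adjusted p = 0.149 and 0.323).

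**Figure D1:**
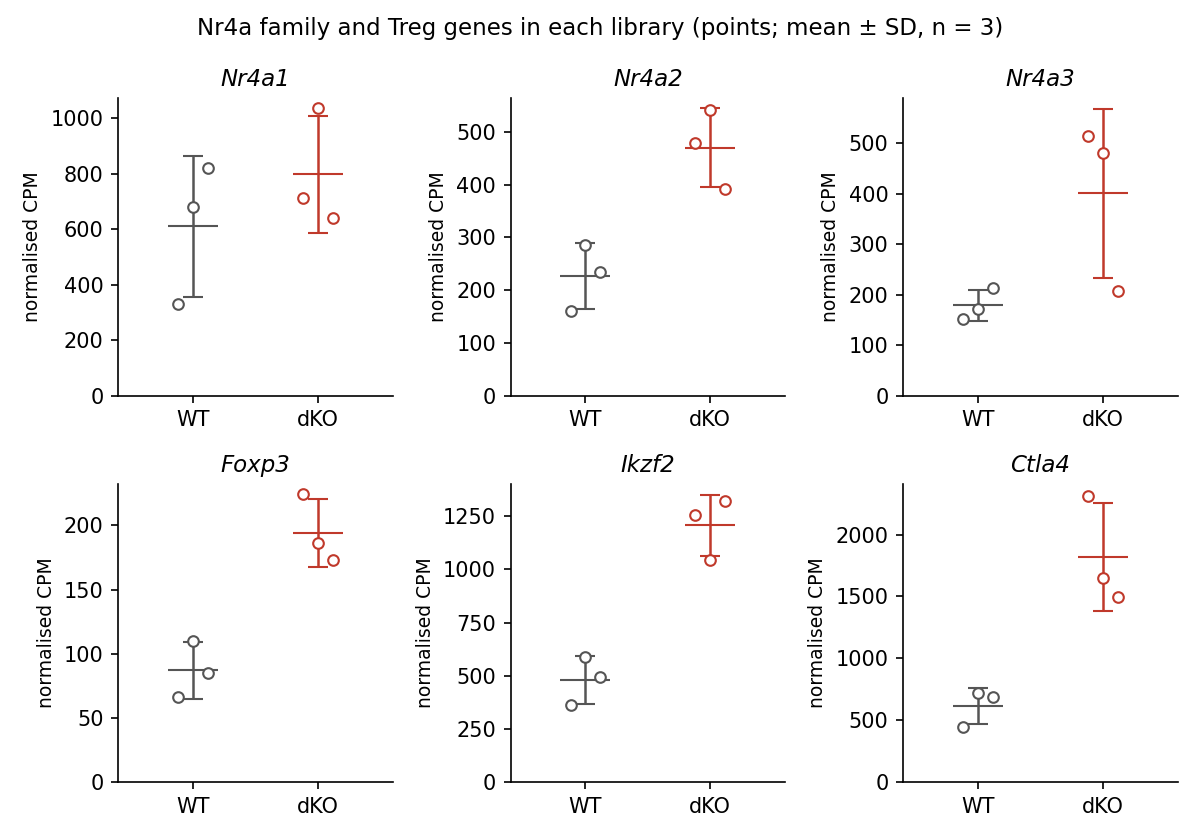
Normalised CPM (linear axes from 0) of Nr4a1, Nr4a2, Nr4a3, Foxp3, Ikzf2 and Ctla4, with 1 point per library and the mean ± SD of the 3 libraries labelled WT (grey) and the 3 labelled dKO (red). Nr4a2 averaged 227 ± 63.1 CPM in the libraries labelled WT and 471 ± 74.7 CPM in those labelled dKO, and Foxp3 averaged 87.1 ± 22.1 and 194 ± 26.5 CPM, with no overlap between the groups for either gene.

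The comparison of the groups asks what T cell deficiency for both receptors does to the hepatic CD4 T cell transcriptome in MASH. In the libraries labelled dKO, 337 genes rose and 183 fell at an adjusted p under 0.05 (edgeR). Of the 520 changed genes, 64.8% were thus higher. The median log2 fold change was 0.85 among the genes that rose and -0.74 among those that fell, while the median over all tested genes was -0.01. The first principal component held 42.2% of the variance and placed the 3 libraries labelled WT on one side and the 3 labelled dKO on the other. In each of the 520 changed genes the libraries of the groups did not overlap, as in 24.96% of all tested genes, where chance gives 10%. At a fold above 1.5 or below 0.5 with an unadjusted p under 0.05, 713 genes were higher and 215 lower. The counts depended on single libraries, with 90 genes higher and 42 lower without dKO 1, 137 and 58 without dKO 2, and 206 and 101 without WT 3. There were 378 lower without WT 1 and 110 lower without dKO 3. With the level of a macrophage marker list as a covariate 73 were called higher and 26 lower, and 59 of these 99 were among the 520. With a hepatocyte marker list they were 43 and 55, and 75 of these 98 were among the 520. These covariates were mean levels of the 6 macrophage and 3 hepatocyte genes abundant enough to be tested. Fcer1g, itself called lower, was among the 6. The 3 hepatocyte genes summed to 10.6 CPM in the libraries labelled WT and to 24.6 CPM in those labelled dKO. Such covariates measure the content of other cells poorly, and a call lost with them does not show that these cells caused the change. Of the 80 called genes given by name, 64 lost their calls with the macrophage covariate and 52 with the hepatocyte covariate, and none changed direction. The median ratio of their log2 fold changes to those without the covariate was 1.05 and 0.87, but single genes moved further. With the macrophage covariate Itga1 went from -1.46 to -0.60 and P2rx7 from -0.91 to -0.41, while Maf went from 0.84 to 1.33. With the hepatocyte covariate Maf went to 0.38, and Icos went from 0.86 to 0.47.

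Several genes that define regulatory T cells (Tregs) were higher in the libraries labelled dKO, with 8 of 20 called. Foxp3, the lineage-defining transcription factor of Tregs, rose from 87.1 ± 22.1 to 194 ± 26.5 CPM (SD, n = 3; 1.16 ± 0.18, adjusted p = 0.00954 by edgeR). Ikzf2, which encodes the transcription factor Helios, rose from 481 ± 113 to 1207 ± 145 CPM (1.33 ± 0.17, adjusted p = 0.00214). Ctla4, an inhibitory receptor that binds CD80 and CD86, rose from 615 ± 149 to 1821 ± 434 CPM (1.57 ± 0.22, adjusted p = 0.00484). Lrrc32, whose product GARP carries latent TGF-β on the surface of Tregs, rose from 21.9 ± 3.28 to 69.1 ± 5.65 CPM (1.65 ± 0.13, adjusted p = 6.52e-05). Itgae, which encodes the integrin CD103, rose from 30.04 ± 9.31 to 103 ± 11.1 CPM (1.77 ± 0.19, adjusted p = 0.00228). The Helios relative Ikzf4 (Eos) also rose (0.92 ± 0.13, adjusted p = 0.00376), as did Il2ra, the IL-2 receptor α chain (0.96 ± 0.14, adjusted p = 0.00385), and Plagl1 (1.19 ± 0.27, adjusted p = 0.0343). The last pair was named after their values were seen. Nrp1 averaged 167 ± 10.3 CPM in the libraries labelled WT and 159 ± 14.03 CPM in those labelled dKO (-0.07 ± 0.11, adjusted p = 0.766).

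Of the 20 Treg identity genes, 8 rose and none fell over all genes tested, 15 rose when adjusted over the list alone, and 18 had a fold change above 0. The list as a group was higher (median log2 fold change 0.94, camera adjusted p = 3.61e-23, and adjusted p = 0.182 with an estimated correlation). The rotation test fry, which asks whether the genes of a list move one way without setting them against other genes, gave an adjusted p of 0.0308. Foxp3, Ikzf2 and Ctla4 are genes the study itself named from these libraries, so the list is not independent evidence of its direction. Without them the camera adjusted p was 6.37e-17. Plagl1 lost its call without WT 3 or any 1 of the libraries labelled dKO (adjusted p = 0.0746 to 0.1396), and the other 7 genes kept theirs in every fit that left out 1 library. With the macrophage or hepatocyte covariate Lrrc32 (2.03 and 1.36, adjusted p = 0.00246 and 0.00276) and Ctla4 (2.15 and 0.98, adjusted p = 0.0116 and 0.0479) stayed called. Foxp3 lost its call with either (1.48 and 0.75, adjusted p = 0.0641 and 0.1303). So did Ikzf4 (1.11 and 0.76), Il2ra (0.87 and 0.94) and Plagl1 (0.77 and 1.31). Ikzf2 lost its call with the hepatocyte covariate (0.976, adjusted p = 0.0625) and Itgae with the macrophage covariate (1.84, adjusted p = 0.0919).

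Among effector and suppressive Treg genes, Klrg1, a lectin-like receptor of terminally differentiated Tregs and effector cells, rose from 26.5 ± 9.94 to 145 ± 42.1 CPM (SD, n = 3; 2.45 ± 0.35, adjusted p = 0.0275 by edgeR). Havcr2, which encodes the inhibitory receptor TIM-3, rose from 11.5 ± 4.94 to 46.1 ± 10.9 CPM (1.99 ± 0.31, adjusted p = 0.0208). The costimulatory receptor Icos rose from 497 ± 77.7 to 903 ± 169.7 CPM (0.86 ± 0.16, adjusted p = 0.0149). Tigit (1.42 ± 0.34, adjusted p = 0.0924), Itgb8 (1.98 ± 0.36, adjusted p = 0.0547), Fgl2 (1.37 ± 0.36, adjusted p = 0.118) and Il10 (1.85 ± 0.86, adjusted p = 0.352) lay above all libraries labelled WT in 3 of 3 libraries labelled dKO, without passing the test over all genes. The groups did not overlap, in either direction, in 24.96% of all tested genes, so this adds little for a single gene. Of 15 genes tested, 3 rose and none fell over all genes tested, and 12 rose when adjusted over the list alone (median 1.37, camera adjusted p = 2.43e-21, and adjusted p = 0.2803 with an estimated correlation, fry adjusted p = 0.0546). Klrg1 lost its call without WT 3, dKO 1 or dKO 3 (adjusted p = 0.0808 to 0.0926), Havcr2 without the same libraries (0.0511 to 0.0772) and Icos without dKO 1 or dKO 2 (0.0624 to 0.0891). Tigit gained a call without WT 2 (7.71e-04) and Itgb8 without WT 2 or WT 3 (lowest 7.71e-04). Klrg1 also lost its call with the level of Xist or of stress genes as a covariate (2.77 and 2.53, adjusted p = 0.135 and 0.0971), and Havcr2 with the stress genes (2.08, adjusted p = 0.0507). These folds were no smaller than without the covariate. With the hepatocyte covariate the calls of Klrg1 (1.75, adjusted p = 0.0578), Havcr2 (1.30, 0.0507) and Icos (0.47, 0.385) ended at smaller folds. With the macrophage covariate those of Klrg1 (3.10, 0.1096) and Havcr2 (2.61, 0.0919) ended at larger folds, and Icos kept its call. Tigit, Fgl2 and Itgb8 were called higher with DESeq2 (adjusted p = 0.0135, 0.0176 and 2.24e-04), limma-voom (0.0154, 0.0264 and 0.00414) and limma on log2(CPM + 1) (0.00819, 0.0142 and 0.00271), and Fgl2 with the macrophage covariate (2.49, adjusted p = 0.00246).

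In the list of tissue Treg and tissue repair genes, 1 gene was called. Maf, a transcription factor of Il10-producing T cells, rose from 259.8 ± 64.3 to 466 ± 72.2 CPM (SD, n = 3; 0.84 ± 0.19, adjusted p = 0.0401 by edgeR). That call ended without WT 3 or any 1 of the libraries labelled dKO (adjusted p = 0.0527 to 0.172). It also ended with the hepatocyte covariate at a smaller fold (0.38, adjusted p = 0.509) and with the macrophage covariate at a larger one (1.33, adjusted p = 0.0530). Areg, which encodes the epithelial growth factor amphiregulin, averaged 65.3 ± 34.6 CPM in the libraries labelled WT and 321 ± 154 CPM in those labelled dKO (2.29 ± 0.63, adjusted p = 0.155). Il1rl1, the IL-33 receptor gene, had a log2 fold change of 0.89 ± 0.37, adjusted p = 0.276, and Gata3 of 0.29 ± 0.14, adjusted p = 0.302. Batf, an AP-1 family factor needed for tissue Treg differentiation, averaged 100.1 ± 29.01 and 109.8 ± 18.5 CPM (0.13 ± 0.21, adjusted p = 0.793). Its direction turned without WT 1 (-0.04) or dKO 2. Areg was called higher with DESeq2 (adjusted p = 0.00803), limma-voom (0.0164) and limma on log2(CPM + 1) (0.007601), Il1rl1 with DESeq2 (0.0145), and Gata3 with the Xist or stress covariate (0.01696 and 0.0355). Of 16 genes tested, 1 rose and none fell both over all genes tested and when adjusted over the list alone, and 15 lay above 0 (median 0.66, camera adjusted p = 7.80e-06, and adjusted p = 0.379 with an estimated correlation, fry adjusted p = 0.163).

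**Figure D2:**
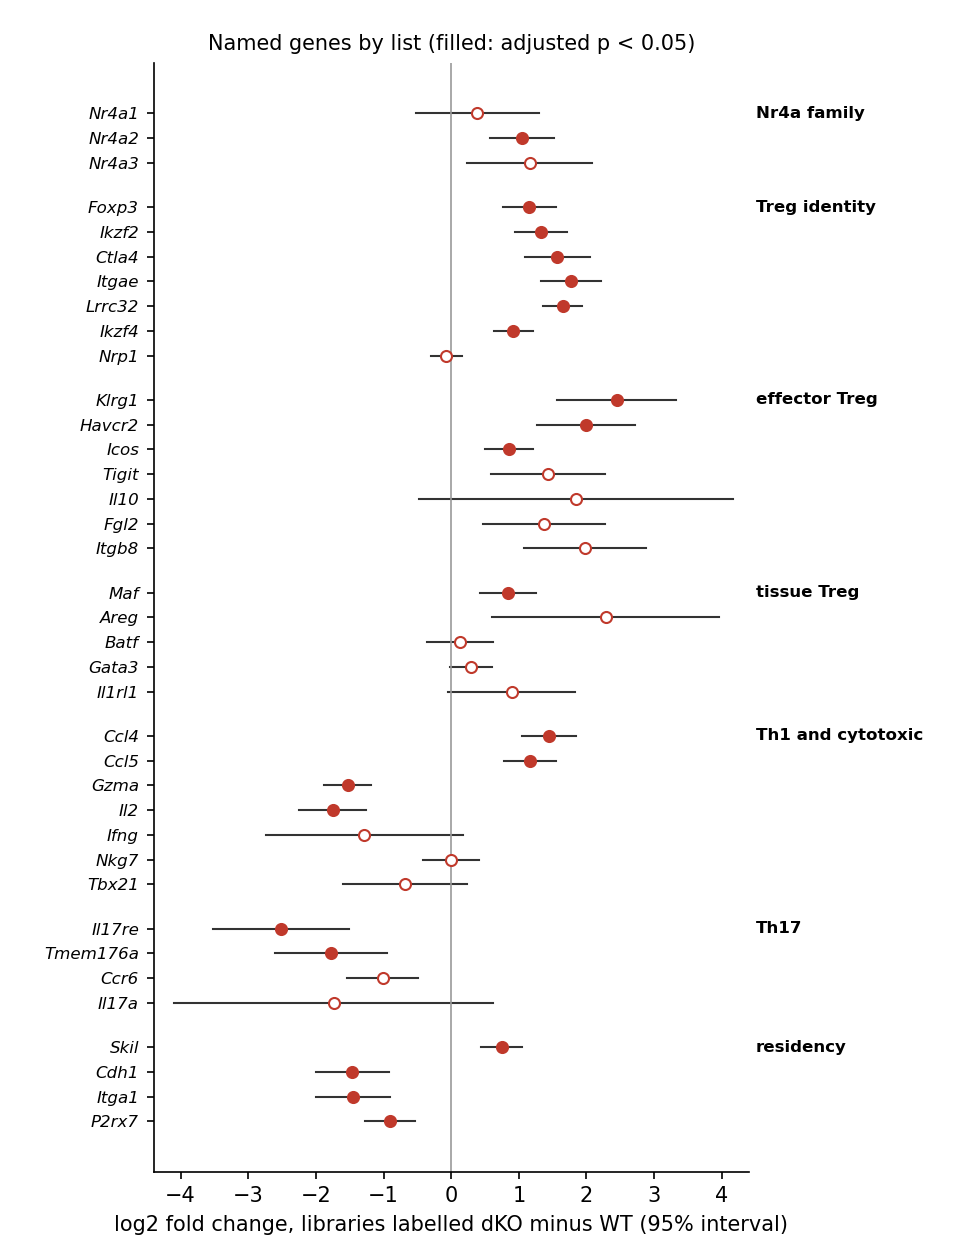
Log2 fold change (x axis, libraries labelled dKO minus WT, n = 3 each) of named genes grouped by list, with points for the edgeR estimate, lines for the 95% interval, and filled points for an adjusted p under 0.05. The called Treg identity genes lie between 0.92 (Ikzf4) and 1.77 (Itgae), while the 4 Th17 genes drawn lie between -2.51 (Il17re) and -1.02 (Ccr6).

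Of 11 Th17 genes tested, 2 fell and none rose in the libraries labelled dKO over all genes tested, and 9 fell when adjusted over the list alone. Each had a fold change below 0 (median -1.42, camera adjusted p = 6.93e-10, and adjusted p = 0.338 with an estimated correlation, fry adjusted p = 0.1601). Il17re, which encodes a subunit of the IL-17C receptor, fell from 3.63 ± 1.17 to 0.579 ± 0.363 CPM (SD, n = 3; -2.51 ± 0.46, adjusted p = 0.0124 by edgeR). Tmem176a, a membrane protein gene abundant in Th17 cells, fell from 30.7 ± 9.997 to 9.197 ± 3.43 CPM (-1.78 ± 0.35, adjusted p = 0.0452). The chemokine receptor Ccr6 (-1.02 ± 0.24, adjusted p = 0.0508) and the cytokine Il17a (-1.74 ± 0.88, adjusted p = 0.385) did not pass the test. The summed level of the list was 188 CPM in the libraries labelled WT and 70.1 CPM in those labelled dKO. Il17re lost its call without dKO 1 or dKO 2 (adjusted p = 0.0562 to 0.0631) and with the level of Xist as a covariate (-2.20, adjusted p = 0.0542). Tmem176a lost its call without any 1 library but WT 1 (adjusted p = 0.0537 to 0.189). With the macrophage covariate the calls of both Tmem176a (-1.15, adjusted p = 0.387) and Il17re (-2.51, 0.154) ended. The hepatocyte covariate ended that of Il17re (-2.63, adjusted p = 0.0943). Ccr6 was called lower without WT 1 or dKO 2 (lowest adjusted p = 0.0289), and also with other scaling factors (0.0403 to 0.0471), DESeq2 (0.00195), limma-voom (0.0424) and limma on log2(CPM + 1) (0.0294).

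Th1 and cytotoxic genes moved in both directions. The chemokines Ccl5 and Ccl4 rose from 861 ± 202 to 1927 ± 256 CPM (1.16 ± 0.18, adjusted p = 0.00484 by edgeR) and from 48.7 ± 12.6 to 134 ± 13.7 CPM (1.45 ± 0.18, adjusted p = 0.003505; SD, n = 3). Prf1, which encodes perforin, rose as well (0.81 ± 0.14, adjusted p = 0.0103). Gzma, a granzyme gene, fell from 32.01 ± 3.57 to 11.1 ± 1.805 CPM (-1.53 ± 0.16, adjusted p = 5.51e-04), and Il2, the T cell growth factor, fell from 23.1 ± 4.299 to 6.81 ± 2.18 CPM (-1.75 ± 0.23, adjusted p = 0.00187). Ly6c2, a surface marker of activated T cells, fell too (-0.80 ± 0.14, adjusted p = 0.01299). Prf1 and Ly6c2 were named after their values were seen. The CD8 coreceptor genes Cd8a and Cd8b1 rose as well (0.62 and 0.55, adjusted p = 0.00866 and 0.0236). They were tested as markers of CD8 T cells among the sorted cells, and the study reports more CD8 T cells in dKO livers on this diet. Whether such cells carried part of the rises of Ccl5, Ccl4 and Prf1 was not tested. The Th1 cytokine Ifng averaged 361 ± 192 CPM in the libraries labelled WT and 148 ± 37.6 CPM in those labelled dKO (-1.29 ± 0.55, adjusted p = 0.308). Its regulator Tbx21 had a log2 fold change of -0.68 ± 0.36, adjusted p = 0.393, and the granule gene Nkg7 of -0.01 ± 0.19, adjusted p = 0.992, with a sign that changed between settings. Of 24 genes tested, 3 rose and 3 fell over all genes tested, and 4 rose and 7 fell when adjusted over the list alone. The list did not pass as a group (median -0.23, camera adjusted p = 0.126, and adjusted p = 0.737 with an estimated correlation). Without WT 1 it was called lower (camera adjusted p = 1.31e-05), as were Ifng (edgeR adjusted p = 0.00196) and Tbx21 (3.02e-04). With the level of Xist as a covariate the list turned upward (camera adjusted p = 0.138). Prf1 and Ly6c2 lost their calls without dKO 1 (adjusted p = 0.07005 and 0.0756) and with the Xist covariate (0.55 and -0.54, adjusted p = 0.0761 and 0.0559). Ifng was called lower with the stress covariate (adjusted p = 0.0164).

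The remaining helper and memory lists did not pass as groups. For Th2 and follicular helper genes the median over 9 genes was -0.07, with none called and 1 lower when adjusted over the list alone (camera adjusted p = 0.0615, and adjusted p = 0.488 with an estimated correlation). The chemokine receptor Ccr4 had the smallest p of the list (-1.11 ± 0.26, adjusted p = 0.0693 by edgeR). Bcl6, the follicular helper factor, averaged 15.1 ± 2.44 and 14.95 ± 0.449 CPM (SD, n = 3; -0.01 ± 0.17, adjusted p = 0.987), with a sign that changed between settings. Naive and central memory genes had a median of 0.18 over 14 genes with none called, also when adjusted over the list alone (camera adjusted p = 0.267, and adjusted p = 0.737 with an estimated correlation). Within it the lymph node homing receptor Ccr7 had a log2 fold change of 1.03 ± 0.56, adjusted p = 0.414 and the memory factor Tcf7 of -0.15 ± 0.17, adjusted p = 0.678. The Th2 and follicular list was called lower without WT 1 or dKO 3 (camera adjusted p = 0.00708 and 0.0481) and with library totals alone (0.0472). Ccr4 was called lower without WT 1 (edgeR adjusted p = 0.0296), with library totals alone (0.0278), with the stress covariate (0.0108), with DESeq2 (2.896e-04), with limma-voom (0.0365) and with limma on log2(CPM + 1) (0.0153). The naive and central memory list was called higher without WT 1 (camera adjusted p = 2.79e-07), and its direction turned without WT 2 (camera adjusted p = 0.508).

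Of the 12 tissue residency genes tested, 1 rose and 3 fell over all genes tested, and 1 rose and 4 fell when adjusted over the list alone (median -0.24, camera adjusted p = 0.00217, and adjusted p = 0.379 with an estimated correlation, fry adjusted p = 0.165). Itga1, the α chain of the collagen-binding integrin CD49a, fell from 46.4 ± 15.9 to 17.02 ± 1.11 CPM (SD, n = 3; -1.46 ± 0.24, adjusted p = 0.0168 by edgeR). P2rx7, an ATP-gated channel, fell from 103 ± 27.7 to 54.7 ± 2.53 CPM (-0.91 ± 0.17, adjusted p = 0.0177), and the adhesion gene Cdh1 (E-cadherin) fell from 7.27 ± 1.05 to 2.64 ± 0.185 CPM (-1.46 ± 0.25, adjusted p = 0.00832). Skil, a repressor of TGF-β signalling, rose (0.74 ± 0.14, adjusted p = 0.0144). The gut-homing receptor Ccr9 rose from 14.4 ± 3.95 to 33.2 ± 5.16 CPM (1.18 ± 0.20, adjusted p = 0.00912), and the fractalkine receptor Cx3cr1 from 8.08 ± 0.668 to 17.1 ± 2.96 CPM (1.07 ± 0.19, adjusted p = 0.00932). The CXCL12 receptor Cxcr4 rose from 166 ± 28.5 to 314 ± 81.9 CPM (0.92 ± 0.20, adjusted p = 0.0439). Of the 12 chemokine and egress receptor genes tested, 3 rose and none fell over all genes tested, and 5 rose and 1 fell when adjusted over the list alone (median 0.24, camera adjusted p = 8.15e-04, and adjusted p = 0.338 with an estimated correlation, fry adjusted p = 0.0546). Calls ended for Ccr9 and Cx3cr1 without dKO 1 (adjusted p = 0.0591 and 0.0607), for P2rx7 without any 1 of the libraries labelled dKO (0.0708 to 0.0936) and for Itga1 without these or WT 2 (0.0524 to 0.0884). Calls also ended for Skil without WT 3, dKO 1 or dKO 2 (0.0579 to 0.0833) and for Cxcr4 without any 1 library but dKO 3 (0.0508 to 0.123). With the level of Xist as a covariate the residency list lost its call (camera adjusted p = 0.182), as did Cdh1, P2rx7, Skil, Cx3cr1 and Cxcr4 (edgeR adjusted p = 0.0528, 0.0736, 0.0632, 0.0602 and 0.0619). Their log2 fold changes were then -1.25, -0.72, 0.63, 0.95 and 1.13. With the macrophage covariate the calls of Itga1 (-0.60, edgeR adjusted p = 0.207), P2rx7 (-0.41, 0.397), Cdh1 (-1.19, 0.215) and Skil (0.68, 0.243) ended at smaller folds. Those of Cx3cr1 (1.23, 0.122) and Cxcr4 (1.19, 0.1695) ended at larger folds. With the hepatocyte covariate the calls of Skil (0.72, 0.230), Ccr9 (0.69, 0.216), Cx3cr1 (0.95, 0.206) and Cxcr4 (0.51, 0.442) ended. The stress covariate ended the call of Cxcr4 too (0.93, adjusted p = 0.0962).

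Of the 23 interferon response genes tested, 3 rose and none fell over all genes tested, and 4 rose when adjusted over the list alone (median 0.15, camera adjusted p = 0.0283, and adjusted p = 0.688 with an estimated correlation, fry adjusted p = 0.359). The antiviral gene Ifit1 rose from 38.4 ± 12.1 to 107 ± 25.6 CPM (SD, n = 3; 1.47 ± 0.28, adjusted p = 0.0472 by edgeR), and the RNA sensor Ifih1 from 48.2 ± 1.42 to 65.7 ± 3.15 CPM (0.45 ± 0.10, adjusted p = 0.0296). The NF-kB subunit gene Nfkb1 rose from 149 ± 6.36 to 198 ± 7.26 CPM (0.41 ± 0.10, adjusted p = 0.0414), and the neighbouring ubiquitin ligase genes Birc2 (0.67 ± 0.12, adjusted p = 0.01299) and Birc3 (0.56 ± 0.13, adjusted p = 0.0319), which act downstream of TNF receptors, also rose. Of 16 NF-kB genes tested, 3 rose and none fell over all genes tested, and 6 rose when adjusted over the list alone (median 0.25, camera adjusted p = 6.06e-04, and adjusted p = 0.379 with an estimated correlation, fry adjusted p = 0.1601). The interferon list lost its call without WT 1 (camera adjusted p = 0.236), dKO 2 (0.0558) or dKO 3 (0.426). Each of the 5 genes named lost its call without dKO 1 or dKO 2, and beyond these Birc3 without WT 2 or WT 3, Ifit1 without WT 2 or dKO 3, and Nfkb1 and Ifih1 without WT 2, WT 3 or dKO 3. In these fits the adjusted p was 0.0676 to 0.0826 for Birc2, 0.0611 to 0.149 for Birc3, 0.0725 to 0.161 for Nfkb1, 0.0658 to 0.0999 for Ifih1 and 0.0521 to 0.157 for Ifit1. Ifih1 and Nfkb1 also lost their calls with the Xist covariate (0.46 and 0.39, adjusted p = 0.0841 and 0.124) and with limma on log2(CPM + 1) (0.0599 and 0.05195), and Nfkb1 with upper-quartile factors (0.0524).

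Markers of T cells as such did not pass the test. Of 12 pan T cell genes tested none was called, and 1 was lower when adjusted over the list alone (median -0.06, camera adjusted p = 0.503, and adjusted p = 0.737 with an estimated correlation). That gene was Thy1, with 1692 ± 78.2 CPM in the libraries labelled WT and 1187 ± 178 CPM in those labelled dKO (SD, n = 3; -0.51 ± 0.14, adjusted p = 0.0664 by edgeR). It was called lower over all genes without WT 1 (adjusted p = 0.0221), with upper-quartile factors (0.0488), with library totals alone (0.0391) and with DESeq2 (0.00304). Both CD8 coreceptor genes rose in the libraries labelled dKO, Cd8a from 126 ± 11.7 to 194 ± 8.65 CPM (0.62 ± 0.11, adjusted p = 0.00866) and Cd8b1 from 86.7 ± 9.52 to 127 ± 13.2 CPM (0.55 ± 0.12, adjusted p = 0.0236). Both also rose when adjusted over the list alone (camera adjusted p = 0.00166, and adjusted p = 0.338 with an estimated correlation, fry adjusted p = 0.0344). Cd8a lost its call without dKO 1 (adjusted p = 0.05497) and Cd8b1 without WT 3, dKO 1 or dKO 3 (0.0843 to 0.109), with the Xist covariate (0.54, adjusted p = 0.0751) and with limma on log2(CPM + 1) (adjusted p = 0.0538). The list of NK, NKT and γδ T cell markers, of which only NK and NKT genes could be tested since its γδ genes are absent from the file, was lower (median -0.73 over 5 genes, none called, 2 lower when adjusted over the list alone, camera adjusted p = 0.0162, and adjusted p = 0.379 with an estimated correlation, fry adjusted p = 0.163). That call ended without WT 3 (camera adjusted p = 0.154) and with the Xist or stress covariate (0.314 and 0.06295). Epcam, an epithelial adhesion gene, rose from 8.14 ± 0.754 to 28.1 ± 4.06 CPM (1.77 ± 0.17, adjusted p = 3.25e-04). With Spp1 it formed the 2 tested genes of the cholangiocyte list (1 called, and 1 when adjusted over the list alone, camera adjusted p = 7.68e-05, and adjusted p = 0.182 with an estimated correlation, fry adjusted p = 0.0308).

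Markers of other liver cells were mostly too low to be tested, with 6 of 19 macrophage genes and 3 of 20 hepatocyte genes abundant enough. Itgax, which encodes CD11c, stood at 2.21 ± 0.135 CPM in the libraries labelled WT (SD, n = 3) and at 1 read in each library labelled dKO, and was called lower (edgeR adjusted p = 0.003297). Xcr1, a receptor of cross-presenting dendritic cells, fell from 11.6 ± 1.61 to 4.28 ± 0.748 CPM (-1.44 ± 0.22, adjusted p = 0.00484). Fcer1g, an Fc receptor adaptor, fell from 4.19 ± 2.39 to 0.586 ± 0.277 CPM (-2.72 ± 0.53, adjusted p = 0.0186), a call lost without dKO 1 or dKO 2 (0.0927 to 0.1103), with the level of Xist as a covariate (-1.86, adjusted p = 0.132) and with limma-voom (0.05298). The dendritic list had 2 genes lower and none higher of 9 tested over all genes, and 2 higher and 3 lower when adjusted over the list alone (camera adjusted p = 0.116, and adjusted p = 0.488 with an estimated correlation). The macrophage list had 1 lower of 6, and also 1 when adjusted over the list alone (camera adjusted p = 0.547, and adjusted p = 0.737 with an estimated correlation). No gene was called over all genes tested among 3 hepatocyte genes (1 higher when adjusted over the list alone, camera adjusted p = 0.172, and adjusted p = 0.413 with an estimated correlation), 3 B and plasma cell genes (1 higher, camera adjusted p = 0.347, and adjusted p = 0.582 with an estimated correlation), 3 neutrophil genes (1 higher, camera adjusted p = 0.143, and adjusted p = 0.379 with an estimated correlation) and 2 endothelial genes (1 higher, camera adjusted p = 0.0516, and adjusted p = 0.338 with an estimated correlation, and called higher by fry with an adjusted p of 0.0308). Some of these lists were called in other fits: hepatocyte genes higher without WT 3 or dKO 3 (camera adjusted p = 0.00836 and 0.0164), macrophage and dendritic genes lower without WT 1 (0.0467 and 0.0263), neutrophil genes higher without WT 3 (0.01305) and with the Xist or stress covariate (0.0379 and 0.0387), and endothelial genes higher without WT 2 (0.00359) and with library totals alone (0.0472). These lists with tested genes summed to 10.6 CPM (hepatocyte), 109 CPM (macrophage), 99.5 CPM (dendritic), 13.4 CPM (B cell), 42.2 CPM (neutrophil) and 51.4 CPM (endothelial) in the libraries labelled WT. In those labelled dKO the sums were 24.6, 111, 146, 16.2, 57.9 and 67.5 CPM.

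The libraries also differed within each group in sex-linked and stress genes. Xist, transcribed from the inactive X chromosome, stood at 1656, 133 and 97.1 CPM in WT 1 to WT 3 and at 1899, 796 and 1914 CPM in dKO 1 to dKO 3. The Y-linked gene Ddx3y stood at 32.2, 254 and 341 CPM in the libraries labelled WT and at 16.4, 279.6 and 29.9 CPM in those labelled dKO. Each library thus held reads of both. The list of sex-linked genes did not pass as a group (median -0.91 over 6 genes, none called, 1 higher when adjusted over the list alone, camera adjusted p = 0.842, and adjusted p = 0.8498 with an estimated correlation). That list joins Xist and Tsix (1.29 and 1.46) with the Y-linked Ddx3y, Eif2s3y, Kdm5d and Uty (-0.95, -0.86, -1.39 and -1.22). Such opposite directions offset each other in a directional test, so its p-value does not bear on a sex difference between the groups. Xist overlaps its antisense gene Tsix, whose reads cannot be told apart here. The heat shock gene Hspa1a stood at 641, 3261 and 4371 CPM in WT 1 to WT 3 and at 361, 1668 and 2314 CPM in dKO 1 to dKO 3, with reads that its near-identical copy Hspa1b can share. The immediate-early gene Fos averaged 1121 ± 741 CPM and 528 ± 157 CPM (SD, n = 3; -1.09 ± 0.66, adjusted p = 0.466 by edgeR). The list of immediate-early and dissociation stress genes was lower in the libraries labelled dKO (median -0.55 over 19 genes, none called, also when adjusted over the list alone, camera adjusted p = 0.0132, and adjusted p = 0.732 with an estimated correlation). That call ended without WT 2 (camera adjusted p = 0.0880), WT 3 (0.782) or dKO 1 (0.129). With the Xist covariate the list turned upward and was called higher (camera adjusted p = 6.55e-05), and the log2 fold change of Fos turned to 0.35 (edgeR adjusted p = 0.725). WT 1 was the library labelled WT with the lowest Hspa1a and the highest Xist. The levels of Xist and Hspa1a overlapped between the groups, whereas those of Foxp3, Ikzf2, Ctla4 and Itgae did not. All 520 called genes, these Treg genes included, had no overlap, so this contrast does not show that sex or stress played no part. The median log2 fold change of the Treg identity genes was 0.94, and 1.13 with the Xist and 0.94 with the stress covariate. The Th17 list stayed called with either covariate. With the Xist covariate the Th1 list turned upward and the residency list lost its call, as given above.

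By size of change among genes with at least 10 CPM, the top of the list was the symbol Gh (growth hormone), with reads at 0.138, 2.23 and 0.0936 CPM in WT 1 to WT 3 and 21.3, 23.96 and 17.2 CPM in dKO 1 to dKO 3 (4.70 ± 0.69, adjusted p = 0.0221 by edgeR, n = 3). Its log2 fold change ran from 4.06 without WT 3 to 7.34 without WT 2. Reads of an introduced construct that holds Gh sequence would be counted under this symbol, and whether these are such reads could not be examined from counts per symbol. The sialyltransferase gene St6galnac2 rose from 8.59 ± 5.35 to 71.4 ± 14.99 CPM (3.05 ± 0.42, adjusted p = 0.0245) and the adjacent gene BC018473 from 13.8 ± 9.29 to 139 ± 35.3 CPM (3.33 ± 0.51, adjusted p = 0.0455). Ifi204, a DNA sensor of a multigene family whose reads could be split among its copies, rose (2.17 ± 0.37, adjusted p = 0.03602). So did the endocytic sorting nexin Snx9 (1.99 ± 0.26, adjusted p = 0.00876), the ubiquitin ligase gene Rnf157 (1.98 ± 0.27, adjusted p = 0.00391), the transcription factor gene Arnt2 (1.94 ± 0.18, adjusted p = 3.92e-04) and Gm6637, which lies next to Klrg1 (1.90 ± 0.26, adjusted p = 0.0145). Cln3, a lysosomal membrane protein gene, fell from 54.4 ± 6.59 to 12.4 ± 1.16 CPM (-2.13 ± 0.14, adjusted p = 1.38e-05). Tanc1, a scaffold protein gene, fell from 22.8 ± 7.91 to 3.67 ± 1.09 CPM (-2.67 ± 0.31, adjusted p = 0.00179), and BC147527 from 18.9 ± 1.95 to 2.87 ± 1.46 CPM (-2.74 ± 0.27, adjusted p = 3.92e-04). The keratin gene Krt83 (-2.54 ± 0.45, adjusted p = 0.0314), Gm36723 (-2.20 ± 0.32, adjusted p = 0.0121), the death-domain gene Unc5cl (-1.69 ± 0.25, adjusted p = 0.00409) and Anxa1, which encodes the phospholipid-binding protein annexin A1 (-1.68 ± 0.36, adjusted p = 0.0472), fell as well, beside Gzma, Il2 and Tmem176a given above.

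Several of these genes sit next to each other in the gene order of the GRCm38.p6 assembly, and no strand was stated for the counting, so reads of overlapping neighbours cannot be told apart. On chromosome 11, Snhg16 (0.55 ± 0.13), St6galnac2, Gm11735 (3.40 ± 0.41), BC018473 and St6galnac1 (2.71 ± 0.33) follow each other and all rose. On chromosome 7, Cln3 and Apobr (-3.78 ± 0.27, adjusted p = 2.21e-05 by edgeR) are adjacent and fell. Sult1a1 lies close by (0, 2 and 1 reads in dKO 1 to dKO 3 against 17, 15 and 27 in WT 1 to WT 3). Snhg16, Gm11735, St6galnac1, Apobr and Sult1a1 were named after their values were seen. Without single libraries, calls ended for Gh (any 1 labelled dKO, adjusted p = 0.0596 to 0.105), BC018473 (any 1 but WT 2, 0.0886 to 0.141), St6galnac2 (WT 3 or any 1 labelled dKO, 0.0594 to 0.0869), Ifi204 (WT 1, WT 3 or dKO 2, 0.0908 to 0.135). They also ended for Gm36723 (any 1 labelled dKO, 0.0606 to 0.0843), Krt83 (WT 2 or any 1 labelled dKO, 0.0552 to 0.171), Anxa1 (any 1 but WT 1, 0.0633 to 0.204) and Snhg16 (any 1 but WT 1, 0.0606 to 0.143). Snx9, Rnf157, Arnt2, Gm6637, Unc5cl, Cln3, Tanc1 and BC147527 kept theirs in each fit that left out 1 library. With the Xist covariate calls ended at folds no smaller than before for Gh (5.69, adjusted p = 0.0563), BC018473 (3.65, 0.179), St6galnac2 (3.59, 0.0751), Ifi204 (2.27, 0.178) and Snx9 (2.02, 0.0696). They ended at smaller folds for Anxa1 (-0.85, 0.151) and Snhg16 (0.44, 0.182). The macrophage covariate ended these calls at folds smaller still (Anxa1 -0.48, adjusted p = 0.611, and Snhg16 0.32, 0.540). With the hepatocyte covariate Anxa1 kept its call and Snhg16 lost it at a larger fold (0.72, 0.136). With the stress covariate calls ended for Gh (4.80, adjusted p = 0.0601), BC018473 (3.29, 0.128), St6galnac2 (3.11, 0.0864), Ifi204 (2.32, 0.0516) and Snhg16 (0.498, 0.0521). They further ended for BC018473 and Ifi204 with library totals alone (0.0571 and 0.0513), for Anxa1 with limma-voom (0.0601) and for Snhg16 with limma on log2(CPM + 1) (0.0557).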

Values the study reported

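For hepatic CD4 T cells, the study gives 560 as the number of genes that differ between dKO and WT mice: 475 higher in dKO, and 85 lower. Its criteria were a 1.5-fold (up) or 0.5-fold (down) change with a P value under 0.05, in 3 biological replicates. By flow cytometry of liver from such mice, the study found a higher share of Foxp3-positive cells among CD4 T cells of dKO mice, and a lower share of cells making IL-17A or IFN-γ.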

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

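Among these checks, the fits with Xist or stress-list covariates, on recovered reads and without LOC118568312, and for single genes those with marker-list covariates or a fold threshold, were chosen after the data were seen. The direction of each of the 80 called genes named here held under all alternatives run for it, and 10 kept their calls under all of them: Lrrc32, Gzma, Tnfrsf1b, Epcam, Arnt2, Cln3, Tanc1, BC147527, Apobr and Gm11735. Leaving aside the macrophage covariate, the hepatocyte covariate and the fold threshold, under which 64, 52 and 59 of the 80 lost their calls, 31 kept theirs, Foxp3, Ikzf2, Ctla4, Itgae, Ikzf4, Il2ra, Il2, Ccl4 and Ccl5 among them. Calls were lost by 46 of the 80 when a library was left out, 25 with the Xist covariate, 8 with the stress covariate, 3 with limma-voom and 0 with DESeq2. The fold threshold asks for larger changes, and for the other lost calls the cause was not tested. Depth limits genes near 1 CPM, such as Itgax and Sult1a1, which had 0 to 2 reads per library labelled dKO. The other-cell genes left out in 1 alternative held 0 immunoglobulin symbols, and the IL-2 and STAT5 list shared 0 genes with the Treg lists, so leaving out shared members was not run.

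The counts of 337 genes higher and 183 lower were 492 and 236 with DESeq2, 344 and 154 with limma-voom, 307 and 247 with upper-quartile factors, 430 and 142 with the Xist covariate and 447 and 226 with the stress covariate. They moved by over 1.5 times to 756 and 560 with no filter on low counts, to 32 and 15 against a fold of 1.5 (glmTreat, which asks for larger changes), to 73 and 26 with the macrophage covariate and to 43 and 55 with the hepatocyte covariate. When each library was left out, they ranged over 90 to 447 higher and 42 to 378 lower (lowest without dKO 1, highest without WT 1). At the study's thresholds, the 713 higher genes became 1092 with the Xist covariate and the 215 lower genes 431 with a per-gene test on log2(CPM + 1), and leave-one-out gave 595 to 822 and 210 to 308. Of the 520 called genes, 482 were also called with DESeq2, 429 with limma-voom, 275 with the Xist covariate, 75 with the hepatocyte covariate, 59 with the macrophage covariate, and 128 (without dKO 1) to 461 (without WT 1) in leave-one-out, none with the opposite sign. Apart from the filter and the fold threshold, the cause was not tested.

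The replicate numbers did not pair the libraries: deviations of libraries with the same number correlated at 0.0452, 0.0213 and -0.0789, and not every library correlated best with its own number. With the number as a block, 307 genes were higher and 184 lower (701 and 224 at the study's thresholds), 400 of the 520 calls were shared, 14 lists were called, and 13 of the named genes lost their calls (Klrg1, Havcr2, Maf, Cxcr4, Ifih1, Birc3, Nfkb1, BC018473, St6galnac2, Gm6637, Snhg16, Cers5 and Bin2, adjusted p = 0.05201 to 0.115). The block turned the direction of Nkg7 (0.0311) and Bcl6 (0.00450) and called the Th2 and follicular list (0.0224), Ccr6 (0.00496) and Ccr4 (0.0374) lower.

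The 13 list calls became 0 with an estimated correlation, 4 with fry and 14 to 20 in leave-one-out (20 without WT 1). With an estimated correlation the adjusted p was 0.182 for Treg identity, 0.280 for effector Treg, 0.379 for tissue Treg and 0.338 for Th17 genes, and with fry 0.0308, 0.0546, 0.163 and 0.1601. Over the other alternatives these lists stayed called, with ranges of 6.24e-33 to 6.37e-17, 3.50e-38 to 3.44e-18, 1.07e-16 to 0.00123 and 3.36e-18 to 5.28e-04. The Th1 list ranged over 1.31e-05 (without WT 1) to 0.984 (without WT 2) and turned upward with the Xist covariate (0.138). That covariate also turned the lists of naive (0.0520), stress (6.55e-05), TCR-induced (0.182), cell cycle (0.0379), glycolysis (0.174), dendritic (0.759) and sex-linked genes (0.110), as the stress covariate did for cell cycle (0.886), glycolysis (0.683) and sex-linked genes (0.471) and fry for glycolysis (0.953). Leave-one-out turned some uncalled lists, with adjusted p of 2.79e-07 to 0.508 for naive, 0.0522 to 0.436 for IL-2 and STAT5, 2.64e-04 to 0.984 for cell cycle, 0.332 to 0.937 for glycolysis, 0.0103 to 0.688 for ribosomal, 0.377 to 0.958 for B cell and 0.0996 to 0.984 for sex-linked genes. The cause was not tested.

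Signs changed for 10 named genes, none of them called. In leave-one-out, log2 fold changes ranged over -0.0375 to 0.38 (Batf), -0.20 to 0.23 (Nkg7), -0.14 to 0.0864 (Bcl6), -0.29 to 0.28 (Mki67) and -0.29 to 0.0461 (Tcf7). Nkg7 was at 0.0128 on log2(CPM + 1), 0.0382 with limma-voom, 0.36 with the Xist covariate, 0.12 with the stress covariate and 0.0833 relative to the pan T cell list. Bcl6 was at 0.0232 with limma-voom and 0.0471 relative to that list, Mki67 at -0.0109 with upper-quartile factors, and with the Xist covariate Tbx21 was at 0.12 and Fos at 0.35. With the macrophage covariate Ifng was at 0.0812, Nkg7 at 0.34, Tbx21 at 0.0996 and Fos at 0.75. With the hepatocyte covariate Nr4a1 was at -0.10, Nrp1 at 0.0046, Bcl6 at 0.14, Mki67 at -0.21 and Tcf7 at 0.28. The cause was not tested.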

Other observations

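Activation and cytokine signalling genes moved apart within their lists. Among IL-2 and STAT5 targets, the TNF receptor gene Tnfrsf1b rose from 169.7 ± 25.7 to 400.2 ± 70.5 CPM in the libraries labelled dKO (SD, n = 3; 1.24 ± 0.15, adjusted p = 0.00141 by edgeR) and the BMP-binding protein gene Twsg1 from 34.4 ± 3.37 to 74.2 ± 11.8 CPM (1.12 ± 0.13, adjusted p = 0.00123). The cyclin gene Ccnd3 fell (-0.65 ± 0.10, adjusted p = 0.00509), as did Cd48 (-0.64 ± 0.12, adjusted p = 0.0124). Swap70 (0.97 ± 0.20), the survival gene Bcl2l1 (0.62 ± 0.13) and Syt11 (0.54 ± 0.10) also rose and were named after their values were seen. In all 5 of 30 rose and 2 fell, both over all genes and adjusted over the list alone. The list did not pass (median -0.08, mean 0.03, direction of the test upward, camera adjusted p = 0.295, and adjusted p = 0.737 with an estimated correlation). It shared 0 genes with the Treg lists, so Il2ra, Ctla4 and other Treg genes did not count in it. By gene set enrichment analysis of these cells, the study reported IL-2 and STAT5 signalling as higher in dKO. The gene set used there was another one, so the result here does not show that the pathway was unchanged. Among genes induced by the T cell receptor, the NF-kB subunit gene Rel (0.79 ± 0.15, adjusted p = 0.0168) and the adaptor gene Sla (0.58 ± 0.13, adjusted p = 0.0268), which overlaps Tg so that its reads are uncertain, rose. Cd40lg, which encodes the ligand through which CD4 T cells help B cells, fell from 153 ± 14.2 to 75.4 ± 18.3 CPM (-1.03 ± 0.16, adjusted p = 0.00735) and Tnfsf11, which encodes RANKL, fell from 65.3 ± 11.1 to 38.3 ± 7.94 CPM (-0.78 ± 0.16, adjusted p = 0.02903). Of 16 such genes 2 rose and 2 fell over all genes tested, 2 and 5 adjusted over the list alone (median 0.07, mean -0.17, direction of the test downward, camera adjusted p = 0.291, and adjusted p = 0.737 with an estimated correlation). Of 12 co-inhibitory genes, the exhaustion factor Tox rose (0.54 ± 0.12, adjusted p = 0.0308), with 2 higher and 1 lower adjusted over the list alone (camera adjusted p = 0.19997, and adjusted p = 0.482 with an estimated correlation). Calls ended for Rel without dKO 1 or dKO 2 (adjusted p = 0.0846 to 0.101), and for Cd48 (0.0537 to 0.0662), Sla (0.0721 to 0.143) and Swap70 (0.0926 to 0.125) without these or WT 3. They ended for Tox (0.0927 to 0.121), Bcl2l1 (0.0553 to 0.108) and Syt11 (0.0539 to 0.0735) without WT 3 or any 1 library labelled dKO, and for Tnfsf11 (0.0817 to 0.158) without WT 2, WT 3, dKO 1 or dKO 3. The T cell receptor list was called lower without WT 1 (0.00665), and the IL-2 and STAT5 list was called higher with the Xist or stress covariate (camera adjusted p = 1.59e-05 and 0.00672). The Xist covariate ended the calls of Tnfsf11 (-0.44, edgeR adjusted p = 0.132), Cd48 (-0.45, 0.0789) and Tox (0.56, 0.0718), and limma on log2(CPM + 1) that of Tox (0.0595).

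Proliferation and metabolism genes were mostly not called. Mki67 averaged 95.5 ± 36.7 CPM in the libraries labelled WT and 97.1 ± 38.6 CPM in those labelled dKO (SD, n = 3; 0.02 ± 0.45, adjusted p = 0.987 by edgeR, with a sign that changed under upper-quartile scaling). None of 31 cell cycle genes was called, also adjusted over the list alone (camera adjusted p = 0.167, and adjusted p = 0.737 with an estimated correlation). Slc16a3, a lactate transporter gene, rose from 6.37 ± 2.07 to 14.9 ± 2.81 CPM (1.19 ± 0.25, adjusted p = 0.0239), the 1 gene called of 15 in glycolysis, also over the list alone (median -0.07, mean 0.04, direction of the test downward, camera adjusted p = 0.979, and adjusted p = 0.993 with an estimated correlation). Its call ended without WT 3, dKO 1 or dKO 2 (adjusted p = 0.0521 to 0.125). None of 19 cholesterol and fatty acid genes (1 higher adjusted over the list alone, camera adjusted p = 0.0918, and adjusted p = 0.379 with an estimated correlation) and none of 20 ribosomal protein genes (0 over the list alone, camera adjusted p = 0.124, and adjusted p = 0.737 with an estimated correlation) was called. The cell cycle list was called lower without WT 1 or dKO 2 (0.00396 and 2.64e-04), the lipid list higher without dKO 1 (0.0211) and with the Xist or stress covariate (0.0379 and 0.0387), and the ribosomal list lower without WT 2 or WT 3 (0.0290 and 0.0103) and with the Xist or stress covariate (1.62e-06 and 3.35e-04). With the Xist covariate the cell cycle list turned upward and was called higher (0.0379).

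Of the tests below, those on Nr4a1 and Nr4a2 levels, on the exchange of labels, on the share of Treg cells and on the neighbours of the targets were chosen only after the result was seen, and the Xist and stress covariates were added after seeing the data.

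The 6 libraries make 10 splits into 3 and 3, too few for a share under 0.05. In 1 of the 10 splits, the real one, 520 genes or more were called, and the highest of the others was 4. In 1 of 10, again the real one, 928 genes passed the study's thresholds, and the highest other was 319. In 3 of 10 splits at least 13 lists were called, and the highest other was 15. It came both from the split of WT 1, dKO 1 and dKO 3 against the rest, the 3 libraries with the most Xist reads, and from that of WT 1, WT 3 and dKO 1. The former split also gave the 4 genes and the 319.

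Nr4a2 reads were higher, and Nr4a1 reads not lower, in the libraries labelled dKO. Deletion in part of the cells would lower the reads if deleted cells gave none and the remaining cells stayed at the WT level. That case alone is argued against for Nr4a2 in the main fit, where its log2 fold change had a lower 95% limit of 0.58. The call of Nr4a2 ended with the macrophage or hepatocyte covariate (adjusted p = 0.149 and 0.323). For Nr4a1 the case stays open, with a lower limit of -0.52. Nr4a1 was called higher with the Xist or stress covariate (adjusted p = 6.68e-04 and 0.0323) and turned with the hepatocyte covariate (-0.10). Since reads of a truncated transcript would be counted, counts over whole genes do not measure how complete the deletion was. An exchange of the labels of the 2 groups is not decided by these counts, since 0 of 3 libraries labelled dKO had a Nr4a2 value inside the range of those labelled WT, as an exchange or a real rise would both give. What the study found for Treg and Th17 cells by flow cytometry, quoted above, ran the way of the labels, which speaks against an exchange but comes from outside these files. The study also found more tissue-resident memory CD4 T cells, gated by CD44, CD62L and CD69 protein, in dKO livers. The residency list here went the other way (camera adjusted p = 0.00217, and 0.379 with an estimated correlation), with Cd44 and Cd69 not called. Transcripts that lack the deleted exons but are still counted may also account for the levels, and reads per exon, which would tell, were not analysed here.

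Of the 20 Treg identity genes 8 were called higher in the libraries labelled dKO, with a median log2 fold change of 0.94 over the list. Sex of the animals is argued against as the whole cause, since the median was 1.13 with the Xist covariate, and so is a stress response during cell isolation, since it was 0.94 with the stress list covariate. Whether a larger share of Treg cells among the sorted cells accounts for all of this stays open. Of the 20 genes, 0 had a 95% interval wholly above that of Foxp3, so a larger share and higher levels within each Treg cannot be told apart in bulk RNA. The flow cytometry of the study, quoted above, found a higher share of Foxp3-positive cells in dKO mice. It speaks for a larger share but comes from outside these files, and that measure alone leaves higher levels within each Treg open. Within Foxp3-positive liver cells, the study also measured TIGIT, ICOS, CD103 and KLRG1 and reported these surface molecules as upregulated in dKO mice. Its single-cell data showed higher Foxp3 and Tigit in dKO Tregs. These reports, also from outside these files, speak for a change within the Treg cells beside a larger share. The genotype could act through either.

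Changed genes were frequent around the targeted loci. Among 100 tested genes, 25 on each side of Nr4a1 (chromosome 15) and of Nr4a2 (chromosome 2) in the GRCm38.p6 order, 11 were called (11%, against 3.39% of all placed genes), and a share of 0.0047 of 10000 random pairs of loci had as many (median 3). With 10 genes on each side it was 0.015 and with 50 it was 0.0348. They were Cers5 (0.46), Tfcp2 (0.75), Bin2 (-0.49), I730030J21Rik (0.79) and Krt83 (-2.54) near Nr4a1 and Kif5c (0.77), Arl5a (1.67), Tanc1 (-2.67), Ly75 (0.95), Tank (0.61) and Ifih1 (0.45) near Nr4a2, of which Arl5a, Tanc1, Ly75 and I730030J21Rik kept their calls in every leave-one-out fit. The Xist covariate ended the calls of Tfcp2 (0.61, adjusted p = 0.158), Bin2 (-0.45, 0.0998) and Ifih1 (0.46, 0.0841), and Cers5 lost its call with limma-voom (0.0571), limma on log2(CPM + 1) (0.0599) and upper-quartile factors (0.0535). A candidate explanation is flanking DNA carried over from the strain in which the loci were targeted, whereas an effect of the deletion on nearby genes was not tested.

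Across the genome, 25 pairs of adjacent genes were called in the same direction, against a median of 9 and a highest value of 23 in 10000 shuffles of the calls, a share of 0.0001, the smallest the shuffles can give. On the X chromosome 12 of 496 tested genes were called (2.42%), against 3.42% of the others (Fisher's exact test, two-sided, p = 0.257). Gh stood at 1, 18 and 1 reads in WT 1 to WT 3 and at 119, 142 and 156 reads in dKO 1 to dKO 3.

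At the study's thresholds, 713 genes were higher and 215 lower here, 928 in all. Each of these is higher than the value quoted from the study above. The study's methods name no differential test, scaling or gene filter for its count. Only the fold and p thresholds are therefore known to be alike, and the reason for the difference was not tested.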
